A study of Mus musculus with 36 samples. Its data were reported in "The DNA demethylase TET1 modifies the impact of maternal folic acid status on embryonic brain development" (2024).

How the data were processed

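The data are oxidative bisulfite reduced representation bisulfite sequencing (RRBS) libraries from 36 single brains of mouse embryos at E11.5. Oxidative bisulfite treatment leaves 5-methylcytosine as the only modified base that reads as cytosine, so the values are 5-methylcytosine and not its oxidised forms. Embryos were wild type (WT), heterozygous (HET) or homozygous knockout (KO) for Tet1, and came from dams fed 30, 3 or 0.1 ppm folic acid (FA), that is an excess, a control and a depleted diet. Genotype, diet, litter, sex and phenotype were taken from the sample titles.

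The authors trimmed paired reads of MspI and TaqI digested DNA with TrimGalore, aligned them to mm10 with Bismark, removed duplicates by their molecular identifiers with UMI-tools, and called methylation with the Bismark extractor. The deposited table of each library gives, per CpG, the fraction of methylated reads and the count of reads covering it, as the authors made them, with both strands joined on 1 line. The lowest read count in any deposited table was 2. The step that joined the strands is not stated. Fraction times count was a whole number on every line, so methylated and unmethylated reads were recovered as counts. The authors' lists of differentially methylated regions (DMRs) were deposited as positions with no effect size or p-value. The authors made them with methylKit, from single CpGs and from fixed regions, and merged the overlapping ones. How the reads of a group were combined is not stated. 9 of these lists were used here. Their lists for the diets within KO embryos were not analysed here.

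The total number of CpG calls per library ranged from 23.2 to 197 M, with a mean coverage per listed CpG between 10.9 and 61.5 reads. The shallowest library was HET replicate 2 of the 0.1 ppm diet, which the study left out and which entered only as an alternative, so 35 embryos were compared. At the median tile of a KO against WT comparison an embryo had between 78 and 93 reads. Duplicates had been removed by molecular identifiers, so reads were taken as separate molecules, and intervals cover counting error only. All intervals are 95% Wilson binomial intervals.

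The autosomes were divided into tiles of 1 kb. A tile was tested if it held at least 3 CpGs covered at least 5 times in every embryo of the comparison and if methylation levels had a standard deviation of at least 2 percentage points over these embryos. Methylated and unmethylated reads were fitted with a quasi-binomial logistic model, here named the quasi-binomial test. Its dispersion was moderated across tiles as in limma's squeezeVar and held at 1 or above. The F test is two-sided, and p-values were adjusted by the Benjamini-Hochberg method within each comparison. A tile was called at an adjusted p under 0.05 and a difference between group means of at least 10 points, and named hypermethylated (hyper) or hypomethylated (hypo) in the first group. Genotypes were compared within a diet, diets within a genotype, and the difference between diets in the genotype effect was tested as an interaction term. KO embryos with a neural tube defect (NTD) were compared with KO embryos of normal phenotype with diet as a covariate. For the HET against WT comparison at 0.1 ppm and the 0.1 against 3 ppm comparison in HET, the prior was so strong that all tiles share 1 dispersion. On 0.1 ppm, WT and HET had 2 embryos each. Leaving 1 out left 1 in the group, and the spread then came from the other groups only.

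Mean methylation was computed per embryo over 921363 autosomal CpGs covered at least 5 times in all 35 embryos, each CpG weighted equally. Levels at the authors' DMRs are reads pooled over those of these CpGs that lie in the list. Values per embryo were compared by two-sided exact permutation tests, or with 100000 resamples where KO and WT embryos of all diets were pooled, in which case labels were permuted within diet. A DMR of 1 diet was counted as shared with another diet if they overlapped by at least 1 bp.

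Genotype labels were checked at CpGs in and around Tet1. CpGs inside Tet1 were taken where KO and WT libraries differed by at least 70 points, and CpGs anywhere in the genome where at least 80% of KO libraries and no WT library had reads. The 3 libraries whose level at the authors' DMRs had stood apart from their label were left out of this search, and HET libraries were not used in it. Tiles were annotated with GENCODE vM21, which is on mm10. Promoters are 1 kb to either side of a transcription start site, and the nearest start site gives a tile its gene name. Positions are counted from 1.

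The choice of tests, groups and alternatives was made before the data were examined, and so was the rule for named tiles. For KO against WT these are the 5 tiles with the largest mean difference among tiles called in the same direction on all 3 diets in which every KO embryo lay beyond every WT embryo, with at most 1 per gene. For every other comparison it is the called tile with the largest difference in each direction in which the groups do not overlap. Promoters of Tet1 and of the folate carriers Slc46a1, Slc19a1, Folr1 and Folr2 were also fixed in advance. Alternatives were a coverage of 10 reads, no filter on the standard deviation, a difference of 20 points, reads taken as independent, 1 dispersion over all 9 groups, X and Y tiles with sex as a covariate, litter as a replicate block, litter as the unit, equal group sizes, the excluded embryo put back, the library labelled KO replicate 1 of the 30 ppm diet counted as HET, each embryo's own CpGs, each DMR counted equally, an overlap over at least 50% of the length of a DMR, and each embryo left out in turn. The alternatives for named tiles, DMRs of the other diets for the HET comparison, and the changed label of the library labelled KO replicate 1 in the HET region comparison on 30 ppm and its omission from the 3 and 0.1 ppm-specific comparisons were added after the data were seen.

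Litter numbers in the sample titles show which embryos share a dam, so litter was taken as the pairing. Over 50771 tiles, deviations from group means correlated with a mean r of 0.0473 in 35 pairs of littermates of different genotype, from -0.0496 to 0.283, and of -0.0168 in 99 pairs from different litters. To look for a library deposited more than once, the squared differences of all 630 pairs of libraries were divided by those that sampling of reads alone gives. The lowest ratios were 1.04 and 1.05 and the median was 1.25, so no pair stood apart and none was merged.

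The tile test was tested on simulated data before it was run. In each simulation, reads were drawn for the real tiles at their real depth and dispersion, and 200 tiles were changed by 20 to 30 points. On 3 ppm the KO against WT test ran on 60931 simulated tiles and recovered 92.0% of the changed ones with 18 false calls. On 30 ppm it ran on 63497 tiles and recovered 76.0% with 44 false calls, and on 0.1 ppm on 65202 tiles, with 67.5% and 31. The HET against WT test recovered 89.5% on 30 ppm with 35 false calls among 63425 tiles, 86.0% on 3 ppm with 27 among 67186, and 42.5% on 0.1 ppm with 51 among 72458. Among diet comparisons, 30 against 3 ppm gave 95.5% in WT with 63 false calls among 57784 tiles, 83.5% in HET with 19 among 77849 and 85.0% in KO with 8 among 63728. For 0.1 against 3 ppm, recovery was 60.5% in WT with 29 false calls among 66068 tiles, 60.0% in HET with 25 among 76867 and 93.0% in KO with 13 among 58744. Interaction tests recovered between 21.5% and 61.0%, and the NTD test 94.0% with 9 false calls among 64779 tiles. All recovered tiles had the right direction. False calls made up 4.49% to 37.5% of simulated calls, and more than 5% in every comparison except 30 against 3 ppm in KO and NTD against normal KO embryos. Outside these exceptions the adjusted p-value did not hold its nominal rate, and counts of the size of these false calls are not told apart from 0.

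Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used, and R 4.3.3 with limma 3.58.1 to check the moderated dispersion. X and Y chromosomes were left out of the main tests because groups differ in sex. Gene ontology terms and CpG islands were not analysed here.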

Results

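The study asked how the folic acid (FA) content of the maternal diet and the loss of TET1, an enzyme that oxidises 5-methylcytosine, act on DNA methylation in the embryonic brain. 36 embryos of the 129S6.Cg strain were profiled at E11.5 by oxidative bisulfite RRBS, with 4 litters per diet. By their labels, the excess diet (30 ppm FA) had 3 WT, 5 HET and 6 KO embryos, the control diet (3 ppm) 4, 3 and 5, and the depleted diet (0.1 ppm) 2, 3 and 5. After exclusion of the shallowest library, 35 embryos remained, with 2 HET embryos on 0.1 ppm. The libraries held 1.90 M (M, 1e6) CpGs covered at least 5 times on average, and between 23.2 and 197 M CpG calls. The deepest library was WT replicate 1 of the 3 ppm diet, and all others had at most 94.9 M calls. Mean coverage per listed CpG was 18.3 reads over the 36 libraries.

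The targeted gene was examined first as a check of the genotype labels. 1 CpG in an intron of Tet1 (mm10, chromosome 10, position 62884019) separated KO from WT libraries. In 7 WT libraries its methylation level lay between 0% and 7.32%, in the 11 HET libraries between 8.33% and 69.2%, and in 15 KO libraries between 69.6% and 100%, on 8 to 103 reads each. The other 3 libraries had not been used to find this CpG. The library labelled KO replicate 1 of the 30 ppm diet read 45% there on 20 reads (95% Wilson interval 25.8 to 65.8%). The library labelled WT replicate 2 of the 30 ppm diet read 36% on 33 reads (22.2 to 53.4%), and the library labelled WT replicate 2 of the 0.1 ppm diet 40.0% on 15 reads (19.8 to 64.3%). A further 17 CpGs, all on chromosome 10 between 68.1 and 69.4 Mb, had reads in at least 80% of the 15 KO libraries and in 0 of the 7 WT libraries by the way they were chosen. Of the 11 HET libraries, which were not used to choose them, 10 had reads at some of these CpGs. The 3 libraries in question had reads at 15, 14 and 7 of them. At the authors' hyper DMRs of the 3 and 0.1 ppm diets, the library labelled KO replicate 1 of the 30 ppm diet had a level of 39.0%, against 38.9 to 41.9% in HET and 50.2 to 53.8% in the other KO libraries. The libraries labelled WT replicate 2 of the 30 and 0.1 ppm diets had 42.7% and 40.54%, above the 35.5 to 37.95% of the other WT libraries. These 3 libraries were kept under their labels. Every direction given below for KO on 30 ppm or for WT on 30 and 0.1 ppm therefore includes a library whose Tet1 values went against its label.

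**Figure D1:**
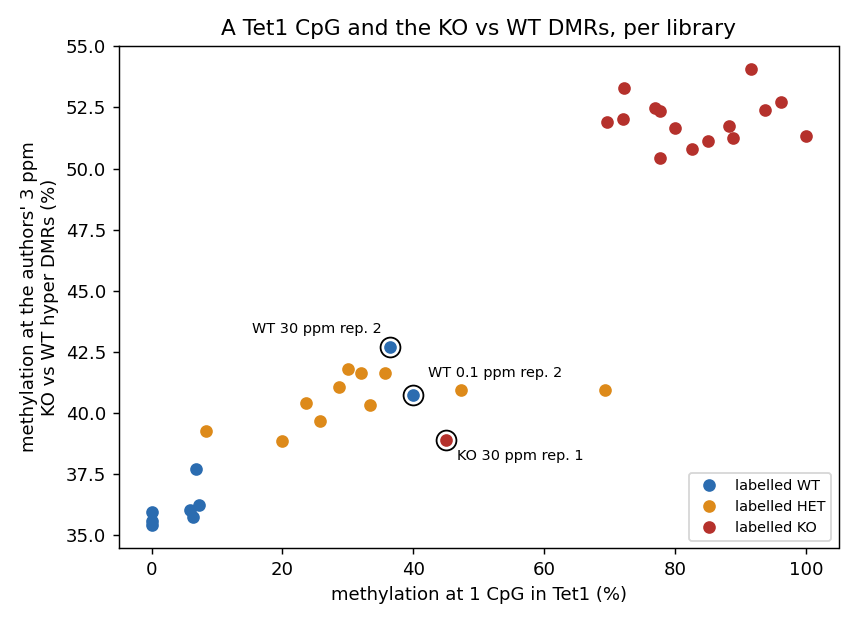
Methylation of each of the 36 libraries at the CpG in Tet1 (x axis, percent) and at the authors' KO vs WT hyper DMRs of the 3 ppm diet (y axis, percent), coloured by labelled genotype. The circled libraries are the 3 whose values at this CpG, 45, 36 and 40%, lay outside the range of their labelled genotype and within the 8.33 to 69.2% of HET libraries.

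Mean methylation over 921363 shared autosomal CpGs was then compared between genotypes on each diet (two-sided exact permutation tests over embryos, 14 comparisons in the family). In WT embryos it was 31.7% ± 0.621 (SD, n = 3) on 30 ppm, 31.5% ± 0.254 (n = 4) on 3 ppm and 31.6% ± 0.565 (n = 2) on 0.1 ppm. In KO embryos it was 33.5% ± 0.942 (n = 6), 34.2% ± 0.380 (n = 5) and 34.2% ± 0.190 (n = 5). KO exceeded WT by 2.72 points on 3 ppm (exact permutation p = 0.00794, the smallest that this design allows, adjusted p = 0.0370), with 5 of 5 KO embryos above every WT embryo. On 30 ppm the difference was 1.73 points (exact permutation p = 0.0357, adjusted p = 0.100) with 5 of 6 KO embryos above every WT embryo, and on 0.1 ppm it was 2.54 points (exact permutation p = 0.0476, the smallest possible, adjusted p = 0.111) with 5 of 5. Over all diets KO exceeded WT by 2.31 points (permutation p = 1e-05, the smallest that the resamples can give, adjusted p = 0.00014), and 15 of 16 KO embryos lay above every WT embryo. The exception was the library labelled KO replicate 1 of the 30 ppm diet. The alternative that moved this difference most was the use of each embryo's own CpGs in place of shared ones, which gave 1.52 points (permutation p = 0.366).

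**Figure D2:**
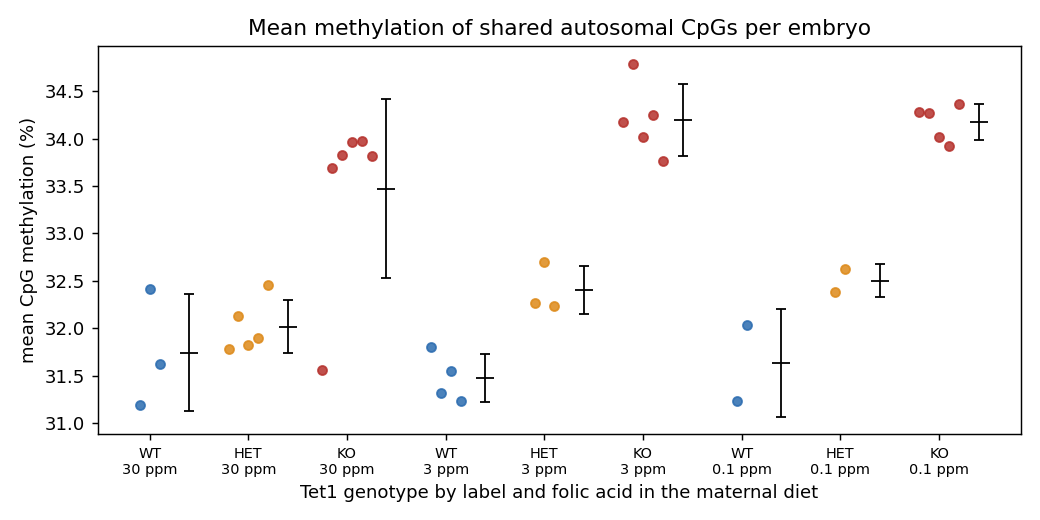
Mean methylation (percent) over 921363 shared autosomal CpGs for each of the 35 embryos, by labelled genotype and FA in the maternal diet. Points are embryos, horizontal marks group means and bars 1 SD. KO embryos lie above WT embryos on each diet except the library labelled KO replicate 1 of the 30 ppm diet, at 31.6%.

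HET embryos had mean levels of 32.0% ± 0.282 (n = 5), 32.4% ± 0.256 (n = 3) and 32.5% ± 0.174 (n = 2) on 30, 3 and 0.1 ppm. They exceeded WT by 0.924 points on 3 ppm (exact permutation p = 0.0286, the smallest possible, adjusted p = 0.100), with 3 of 3 HET embryos above every WT embryo. The difference was 0.274 points on 30 ppm (exact permutation p = 0.393). On 0.1 ppm it was 0.869 points, with 2 of 2 HET embryos above every WT embryo, and the exact permutation p of 0.333 is the smallest that 2 against 2 embryos allow. Over all diets the difference was 0.639 points (exact permutation p = 0.00408, adjusted p = 0.0286), with 10 of 10 HET embryos above the WT mean and 3 of 10 above every WT embryo. No diet difference within a genotype was past the 0.05 threshold in these exact tests, but for 0.1 against 3 ppm the smallest possible p was 0.0667 in WT and 0.1 in HET, so those 2 tests could not pass it. The largest was -0.725 points for 30 against 3 ppm in KO (exact permutation p = 0.0671, adjusted p = 0.134), which became -0.342 points without the library labelled KO replicate 1 of the 30 ppm diet (p = 0.0873).

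At the level of 1 kb tiles, KO embryos were almost exclusively hypermethylated relative to WT. On the 3 ppm diet 10591 hyper and 16 hypo tiles were called by the quasi-binomial test among 65004 tested (adjusted p under 0.05 and at least 10 points). On 30 ppm there were 3699 hyper and 2 hypo tiles among 65354, and on 0.1 ppm 7769 hyper and 12 hypo tiles among 69314. Hyper tiles had a median difference of 17.5, 16.5 and 17.8 points on 30, 3 and 0.1 ppm. The shift reached beyond called tiles, since KO exceeded WT in 75.9%, 85.8% and 80.9% of all tested tiles, with median differences of 2.49, 3.76 and 3.85 points. The 30 ppm count depended on single libraries. It was 7733 without the library labelled KO replicate 1, 5973 without the library labelled WT replicate 2, 16 without WT replicate 1, and 1757 to 2336 without any 1 of the other embryos. The 0.1 ppm count was higher without the library labelled WT replicate 2 than without WT replicate 1. Either omission leaves 1 WT embryo, so the spread comes from the KO embryos only. The 3 ppm count stayed between 9783 and 11218 when any embryo was left out, and the alternative that moved it most was a minimum difference of 20 points, with 3577 calls.

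**Figure D3:**
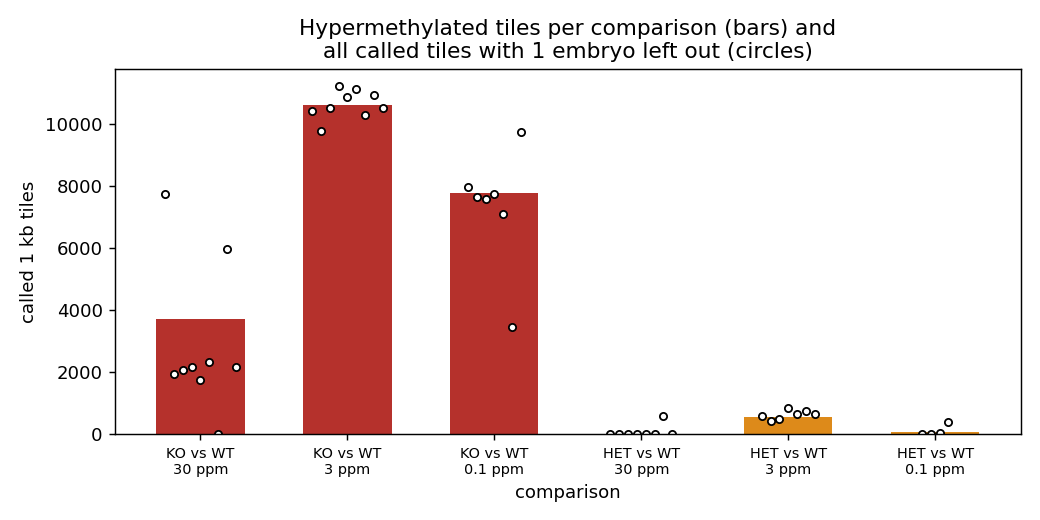
Number of hypermethylated 1 kb tiles (bars) in KO and HET embryos relative to WT on each diet, and the number of all called tiles when 1 embryo is left out in turn (circles). KO against WT on 3 ppm stays between 9783 and 11218 calls, while on 30 ppm the counts run from 16 to 7733.

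Hyper tiles were spread over all gene features, at the highest rate in promoters. On 3 ppm 26.9% of tested promoter tiles were hyper, against 16.0% of exonic, 14.2% of intronic and 13.5% of intergenic tiles. The rates were 11.2, 6.97, 3.93 and 3.64% on 30 ppm and 20.1, 11.6, 9.00 and 8.82% on 0.1 ppm, in the same order. Tested promoter tiles also had lower levels in WT, with a median of 58.6% on 3 ppm against 87.8% in exons, so that more of their range was open to a gain.

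5 tiles had the largest KO against WT differences among tiles hyper on all diets with every KO embryo above every WT embryo. The largest lay in an exon of Zfp467 (chromosome 6, 48439001 to 48440000), with 86.5% ± 7.12 in KO (n = 5) and 11.9% ± 3.43 in WT (n = 4) on 3 ppm, a difference of 74.7 points (quasi-binomial test, adjusted p = 4.2e-18) on 85 to 959 reads per embryo. On 30 and 0.1 ppm it was 50.9 and 56.98 points, with 19 CpGs on 30 ppm and 7 on each other diet. The promoter tile of Spaca1 (chromosome 4, 34050001 to 34051000) differed by 43.6, 54.9 and 52.8 points on 30, 3 and 0.1 ppm. These values rest on 12, 8 and 3 CpGs, and those of the 3 ppm diet (34050079 to 34050130) and the 0.1 ppm diet (34050003 to 34050015) share none. A tile in an exon of Arhgap23 (chromosome 11, 97463001 to 97464000) differed by 36.5, 57.7 and 49.99 points. A tile in an intron of Dym, nearest to the start of Gm27781 (chromosome 18, 75047001 to 75048000), differed by 44.2, 54.4 and 48.3 points. The last lay in an intron of Tet1 itself (chromosome 10, 62884001 to 62885000), with 39.2, 60.5 and 47.5 points over 3 CpGs. It includes the CpG used for the label check, and a sequence difference carried with the targeted allele is not excluded there. On 30 ppm each of the 5 differences lost significance without WT replicate 1, with adjusted p-values of 0.0655 to 0.156, and kept it when any other embryo was left out.

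The overlap between diets was examined over 44854 tiles tested on all of them. Among these, 10637 were hyper on at least 1 diet, 5011 on 1 diet, 3060 on 2 diets and 2566 on all 3, where independent calls would share 96.5. Tiles called on 1 diet alone were not without a difference on the others. Of 5942 tiles hyper on 3 ppm and not on 30 ppm, 97.2% had a higher mean in KO on 30 ppm, with a median difference of 8.52 points. Of 3920 tiles hyper on 3 ppm and not on 0.1 ppm, 95.2% had a higher mean in KO on 0.1 ppm, with a median of 8.24 points. Both are above the 78.6% and 83.4% of all these tiles.

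The difference between diets in the KO effect was tested directly. The quasi-binomial interaction test called 0 of 57098 tiles for 30 against 3 ppm, with 1445 tiles of at least 10 points at an unadjusted p under 0.05, and 0 of 58052 for 0.1 against 3 ppm, with 1302. For the mean over all CpGs, the KO effect on 30 ppm minus that on 3 ppm was -0.990 points (exact permutation p = 0.0800). With the library labelled KO replicate 1 counted as HET it was -0.608 points (exact permutation p = 0.112). On 0.1 against 3 ppm it was -0.181 points (exact permutation p = 0.613). These tests of means were added after the data were seen. In simulations the tile interactions recovered 114 and 101 of 200 tiles changed by 20 to 30 points. The changed tiles had intermediate levels and no KO effect on the 3 ppm diet, unlike the data. Smaller differences between diets were not simulated.

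The authors' deposited lists hold 8801, 18369 and 6681 regions hyper in KO against WT on 30, 3 and 0.1 ppm. Of these, 1318, 9908 and 874 overlapped no region of the other lists. The embryos of the other diets were compared there. They had entered the choice of these regions only through the exclusion of regions listed on their own diets, which lowers the difference tested (two-sided exact permutation tests, 6 comparisons in the family). At the 30 ppm-specific regions, KO embryos of the 3 and 0.1 ppm diets were at 55.5% ± 0.914 (n = 10) and WT embryos at 46.3% ± 1.67 (n = 6). The difference within diets was 9.16 points (exact permutation p = 0.000378, the smallest possible, adjusted p = 0.00113), with 10 of 10 KO embryos above every WT embryo. At the 3 ppm-specific regions the KO embryos of the other diets lay 7.04 points above WT (permutation p = 0.00113, adjusted p = 0.00227), and at the 0.1 ppm-specific regions 6.86 points (permutation p = 0.000189, adjusted p = 0.00113), with 10 of 11 KO embryos above every WT embryo in both. In the diet that defined each set the differences were 10.3, 11.498 and 14.0 points, where the choice of regions on these embryos raises the value.

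HET embryos had few called tiles. The quasi-binomial test called 556 hyper and 5 hypo tiles of 69097 on 3 ppm, 67 and 6 of 76802 on 0.1 ppm, and 0 of 64629 on 30 ppm, where 638 tiles of at least 10 points had an unadjusted p under 0.05. With litter as a block the count of all called tiles was 228 on 3 ppm and 20 on 30 ppm. By X-linked levels, the HET embryos on 3 ppm were all female and the WT embryos 2 female and 2 male. Sex is therefore unbalanced in every HET against WT comparison on 3 ppm. With X and Y tiles and the labelled sex as covariate the count there was 215, but that label is male for HET replicate 1. The 3 ppm count was 26 when all groups shared 1 dispersion estimate and 844 without WT replicate 1. On 0.1 ppm the count moved with every omission, and its balance turned toward hypo tiles without WT replicate 1. Each omission leaves 1 embryo in a group there, so the spread comes from the other group only. Simulations gave 51 false calls on 0.1 ppm. Without the library labelled WT replicate 2, the 30 ppm count was 605. Of 518 HET hyper tiles on 3 ppm that were also tested in KO, 498 were hyper in KO. KO embryos simulated around the mean of the WT and HET levels, set against the same WT embryos, shared a median of 61.5 and at most 70. They carried part of the HET gain and no effect of their own. On 0.1 ppm 54 of 61 were shared, against a median of 5 and at most 8. Across tiles, HET and KO differences correlated with r = 0.552 on 3 ppm, against 0.488 for simulated unchanged groups, with 0.484 against 0.597 on 0.1 ppm and 0.511 against 0.647 on 30 ppm. The comparisons with simulated groups were not among those fixed in advance. The share of tiles with the same sign was 76.8% against 65.7% simulated on 3 ppm, 76.4% against 67.6% on 0.1 ppm and 71.1% against 71.4% on 30 ppm. Tiles are not independent replicates. The correlation exceeded that of the shared WT embryos on 3 ppm only, and the share of the same sign on 3 and 0.1 ppm.

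The tile with the largest HET gain on 3 ppm lay in an exon of Spata18 (chromosome 5, 73669001 to 73670000), with 62.9% ± 13.3 (n = 3) against 30.0% ± 5.44 (n = 4) and an adjusted p of 9.52e-06 in the quasi-binomial test. The largest loss was an intergenic tile nearest to 1700112K13Rik (chromosome 4, 127759001 to 127760000), at -19.8 points, no longer called without HET replicate 1 (adjusted p = 0.0601). On 0.1 ppm the tiles were in an intron of Knop1 (chromosome 7, 118849001 to 118850000; 37.2 points) and in an exon of Zfp444, nearest to Galp (chromosome 7, 6189001 to 6190000; -18.7 points). Galp lost significance with a coverage of 10 reads (-9.20 points, quasi-binomial adjusted p = 0.615). Over omissions of an embryo the difference ran from 24.4 to 50 points at Knop1 and from -23.6 to -13.9 points at Galp. Each omission leaves 1 embryo in a group, so these fits do not test either tile.

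At the authors' KO vs WT hyper regions, HET embryos of the 3 ppm diet were at 41.02% ± 0.745 (n = 3) and WT embryos at 36.39% ± 0.906 (n = 4), a difference of 4.63 points (exact permutation p = 0.0286, the smallest possible, adjusted p = 0.0429) with 3 of 3 HET embryos above every WT embryo. It lost significance in 7 of 7 omissions of an embryo (exact permutation p of 0.0667 to 0.1), where fewer embryos raise the smallest possible p. On 30 ppm the difference was 2.27 points (exact permutation p = 0.25, adjusted p = 0.300), and it rose to 4.81 points without the library labelled WT replicate 2 (p = 0.0476). On 0.1 ppm it was 3.62 points (exact permutation p = 0.333, the smallest possible). WT embryos had helped to define these regions and HET embryos had not.

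The diets were then compared within each genotype. The quasi-binomial test called 0 of 59101 tiles between 30 and 3 ppm in WT, with 320 of at least 10 points at an unadjusted p under 0.05. It called 0 of 64989 in KO for 30 against 3 ppm, with 728, and 0 of 59941 for 0.1 against 3 ppm, with 436. WT embryos had 62 hyper and 26 hypo tiles of 66994 on 0.1 against 3 ppm. This balance turned toward hypo tiles without the library labelled WT replicate 2 of 0.1 ppm, and stayed hyper without WT replicate 1. Either omission leaves 1 embryo on 0.1 ppm, so the spread comes from the 3 ppm embryos only. HET embryos had 5 hyper and 11 hypo of 79755 on 30 ppm and 49 and 20 of 79713 on 0.1 ppm. By X-linked levels, the HET embryos were all male on 0.1 ppm and all female on 3 ppm. The 0.1 ppm counts in HET therefore do not separate diet from sex. Simulations gave 29, 19 and 25 false calls in these comparisons. With reads taken as independent, the counts rose to 249, 734 and 218 for the comparisons with 0 calls, and to 1239, 515 and 633 for the others. The HET by diet interaction called 0 of 58315 tiles for 30 against 3 ppm, with 1262 of at least 10 points at an unadjusted p under 0.05, and 1 of 64993 for 0.1 against 3 ppm. That tile is in the promoter of Rab10os (chromosome 12, 3235001 to 3236000), with an interaction of 35.45 points (quasi-binomial adjusted p = 0.0110), and it lost significance without HET replicate 3 of the 0.1 ppm diet (adjusted p = 0.125) and without HET replicate 3 of the 3 ppm diet (0.129).

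In WT embryos the tiles with the largest differences on 0.1 against 3 ppm were the promoter tile of Gm43758, inside Hps4 (chromosome 5, 112372001 to 112373000), at 31.4 points, and a tile in an intron of Itga9 (chromosome 9, 118701001 to 118702000), at -47.2 points. Their quasi-binomial adjusted p-values were 0.0154 and 0.00463. Omitting a WT embryo of the 0.1 ppm diet leaves 1 in that group, so those omissions do not test either tile. In HET embryos they were on 30 against 3 ppm a tile in an intron of B3galt1, nearest to Mir7224 (chromosome 2, 67612001 to 67613000; 22.2 points), and a promoter tile of C630044B11Rik, inside Ntrk2 (chromosome 13, 58812001 to 58813000; -19.9 points). On 0.1 against 3 ppm they were intergenic tiles nearest to Gm12290 (chromosome 11, 64135001 to 64136000; 37.9 points) and Igfbp5 (chromosome 1, 72878001 to 72879000; -27.7 points). The Igfbp5 tile lost significance in 3 of 5 omissions and the Gm12290 tile in 2 of 5. Omitting a 0.1 ppm embryo leaves 1 in that group. Both tiles compare males on 0.1 ppm with females on 3 ppm, by X-linked levels, so diet is not separated from sex there. The Mir7224 tile lost significance without HET replicate 3 of the 3 ppm diet (quasi-binomial adjusted p = 0.0684).

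The authors' deposited lists give 857 regions hyper in WT on 30 against 3 ppm, and 2775 hyper and 2969 hypo on 0.1 against 3 ppm. For the 0.1 against 3 ppm hyper list the paper's legends state a smaller number, so the deposited list may not be the one the paper used. At their autosomal regions, WT embryos of the 30 ppm diet lay 5.11 points above those of the 3 ppm diet, as the list's name states. 2 of the 3 embryos were at 34.6 and 35.8% and the library labelled WT replicate 2 at 42.8%, and without it the difference was 2.59 points. The lists for 0.1 against 3 ppm ran the other way. At the hyper list the WT embryos of the 0.1 ppm diet had a mean of 65.8% and those of the 3 ppm diet 72.1%, a difference of -6.38 points. At the hypo list the means were 47.3% and 40.9%, a difference of 6.41 points. Both embryos of the 0.1 ppm diet lay beyond all 4 embryos of the 3 ppm diet on that side. These differences carry no test because the same embryos defined the regions.

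**Figure D4:**
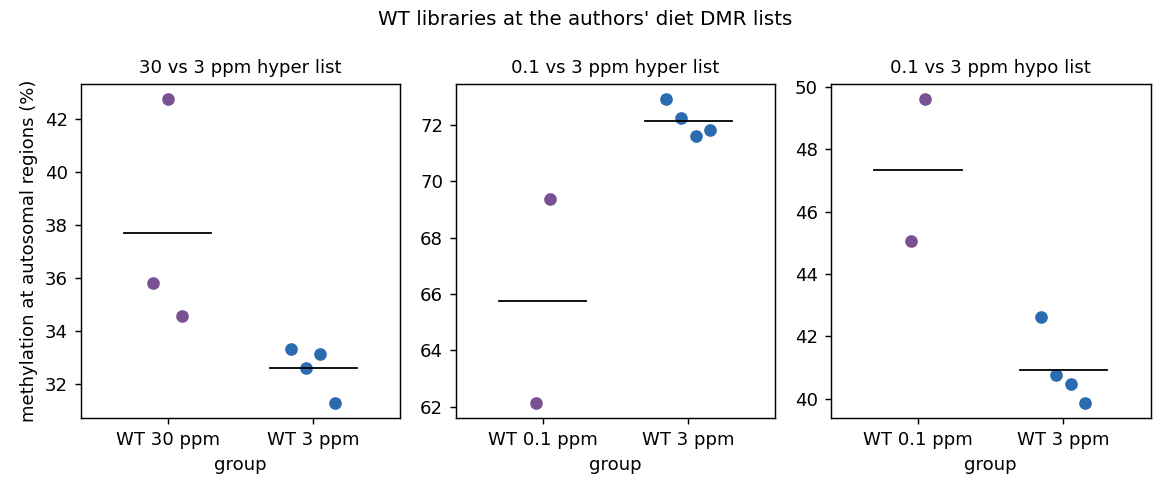
Methylation (percent) of each WT library at the autosomal regions of the authors' lists for diet differences in WT embryos. Points are embryos and lines group means. At the 0.1 vs 3 ppm hyper list the depleted diet lies below the control diet (65.8 against 72.1%), and at the hypo list above it (47.3 against 40.9%).

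KO embryos with an NTD were compared with KO embryos of normal phenotype, to ask whether hypermethylation followed the phenotype (5 against 7 embryos, diet as covariate). 4 tiles of 66110 were called hyper and 0 hypo, with 336 tiles of at least 10 points at an unadjusted p under 0.05, and simulations gave 9 false calls. The largest difference was in an intron of Sec63, nearest to Gm26860 (chromosome 10, 42779001 to 42780000), with 98.97% ± 1.42 in NTD embryos (n = 5) and 49.1% ± 20.8 in normal ones (n = 7; quasi-binomial adjusted p = 1.47e-05). No litter held both phenotypes, so a difference between litters is not excluded.

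At the promoters fixed in advance, no difference was detected at the few CpGs that all embryos shared. Slc46a1 had 5 shared CpGs and Slc19a1 had 4, and none of 12 exact or resampled permutation tests between genotypes and diets gave an adjusted p under 0.05, adjusted over the list alone. KO exceeded WT by 0.388 points at Slc46a1 (permutation p = 0.764) and fell by 0.107 points at Slc19a1 (permutation p = 0.678). Mean levels at Slc19a1 were near the floor in every group. The Tet1 promoter had 1 CpG shared by all embryos, Folr1 and Folr2 had 0, and no value is given for them. The paper states that RRBS missed the Slc46a1 region that gained methylation in its cultured KO neuronal progenitors. By targeted bisulfite sequencing it reports higher methylation in KO embryos at the CpG island shore of Slc46a1 under excess FA. The values here do not test that result.

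X-linked CpGs and Y chromosome calls were compared with the labelled sex. 18 libraries labelled female had a mean X-linked level of 44.8 to 47.3% and 59.5 to 89.8 Y calls per M. 16 libraries labelled male had 32.7 to 35.1% and 335 to 916 calls per M. The remaining libraries, both labelled male, were HET replicate 1 of the 3 ppm diet, with 46.7% and 90.5 calls per M, and KO replicate 4 of the 3 ppm diet, with 46.6% and 472 calls per M.

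**Figure D5:**
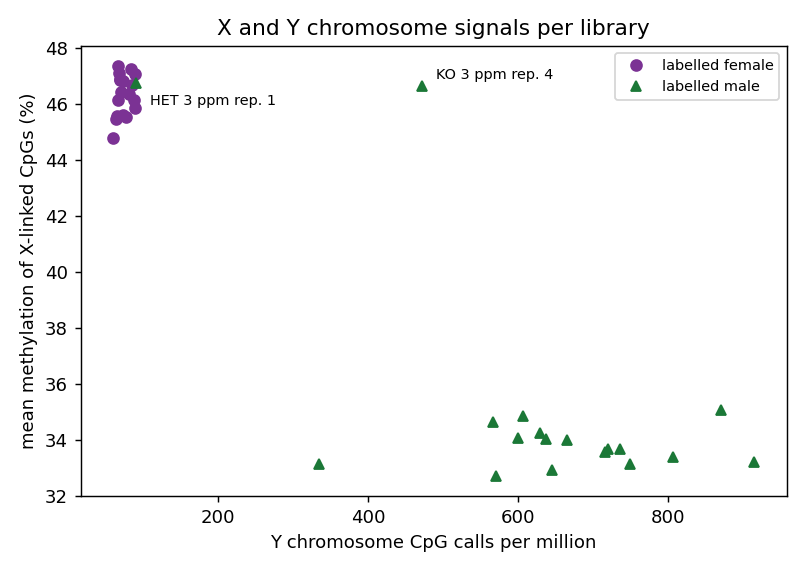
Mean methylation of X-linked CpGs (y axis, percent) against Y chromosome CpG calls per M (x axis) in 36 libraries, by labelled sex. The library labelled male HET 3 ppm replicate 1 lies among the female libraries, and the library labelled male KO 3 ppm replicate 4 pairs a female X-linked level of 46.6% with 472 Y calls per M.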

Values the study reported

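The study reports that 99.3% of the DMRs between KO and WT embryos gained methylation. It counts 4386 hyper DMRs shared by all diets for KO against WT, and 6030 hyper DMRs between HET and WT embryos on the control diet. For FA excess against the control diet it gives 857 hyper DMRs in WT embryos.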

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

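3 tests in this part were chosen only after the result was seen: both tests of the library labelled KO replicate 4 of the 3 ppm diet, and the reversed direction of the X-linked list. The count on 30 ppm without the library labelled KO replicate 1 was planned, and its use as a test of the gap between diets was chosen after it was seen.

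1 library stood apart from the others of its group in 7 of 10 measures. The library labelled KO replicate 1 of the 30 ppm diet had a mean CpG methylation of 31.6%, against a group mean of 33.9% ± 0.119 (SD, n = 5) in the other KO embryos of that diet. At the authors' 30, 3 and 0.1 ppm-specific regions it was at 46.2%, 53.9% and 50.7%, and at their full KO vs WT lists at 32.8%, 38.9% and 30.8%. 50 groups were tested for such a sample and 9 had one, where chance alone gives about 1 in 20, or 2.5. The measures overlap in their CpGs, so the 7 values are not independent. A mislabelled HET sample is a candidate explanation, which is also how the study's sample table lists it. Its level at the 3 and 0.1 ppm lists, 39.0%, lay within the 38.9 to 41.9% of HET libraries and below the 50.2 to 53.8% of the other KO libraries. At the CpG in Tet1 it was at 45%, again between WT and KO libraries. Low depth does not account for it, since it had 40.8 M calls, within the 25.6 to 47.6 M of its group. That CpG rests on 20 reads, and whether it reads the allele or its methylation was not tested. A KO embryo with less hypermethylation than the others stays open. Counting tiles without this library gave 7733 calls on 30 ppm in place of 3701, so it may account for much of the gap to the 10607 calls on 3 ppm.

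Another 2 single values stood apart. WT replicate 1 of the 3 ppm diet was at 47.7% at the 30 ppm-specific regions. It is the deepest library, with 197 M calls, and an effect of depth was not tested. HET replicate 2 of the 30 ppm diet was at 0.569% at mitochondrial CpGs, lower than the other 4 of its group. No biological explanation was tested for either, and 2 such values are no more than the 2.5 that chance gives over 50 groups.

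1 tile differed between diets in its HET effect, in the promoter of Rab10os, where the 0.1 against 3 ppm interaction was 35.45 points. The count of 1 among 64993 tiles rests on 2 HET and 2 WT embryos of the 0.1 ppm diet, including the library labelled WT replicate 2. With the excluded HET embryo put back the quasi-binomial test called 0 tiles, with 1741 of at least 10 points at an unadjusted p under 0.05. Without HET replicate 3 of the 0.1 ppm diet or HET replicate 3 of the 3 ppm diet it also called 0, and without WT replicate 1 of the 0.1 ppm diet 61. The same test on simulated data gave 5 false calls. A false call may therefore explain it. By X-linked levels, the HET embryos were all male on 0.1 ppm and all female on 3 ppm, so a sex difference is not excluded. A diet effect stays open and untested in other embryos.

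The sex chromosomes, which the comparisons leave out, went against the label in 2 libraries. The library labelled male HET replicate 1 of the 3 ppm diet had a mean level at X-linked CpGs of 46.7%, within the 44.8 to 47.3% of female libraries and above the 32.7 to 35.1% of male ones, with 90.5 Y calls per M against 335 to 916 in males. A mislabelled sex is a candidate explanation. It may also be a swapped sample, since its 8 level markers near Tet1 were at 1.16%, unlike other HET libraries, while the CpG in Tet1 was at 33.3%.

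The library labelled male KO replicate 4 of the 3 ppm diet had 472 Y calls per M, as males have, beside a female X-linked level. A mixture of female and male DNA was argued against. The Y calls would need a male share of 58.6% and the X calls one of 21.5%, and at X-linked regions of the authors' HET list the library was at 24.3% where the Y share would need 15.2%. An embryo with 2 X chromosomes and a Y chromosome is a candidate explanation, since 24.3% lies within the 22.5 to 26.1% of female libraries. It was found and tested on the same library, and autosomal comparisons do not use these values.

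The authors' list of regions hyper in HET embryos on 0.1 against 3 ppm lies almost wholly on the X chromosome, with 335 of 339 regions. At these regions the HET embryos of the 0.1 ppm diet, both labelled male, were below those of the 3 ppm diet by a difference of -24.6 points, opposite to the list's name. Unequal numbers of females and males as the source of the named direction was argued against, because male minus female WT and KO embryos differed by -22.8 points there. The same imbalance with the direction of the name reversed is a candidate explanation, and the -24.6 points lie close to the sex difference. By their X-linked levels the HET embryos compared were all male on 0.1 ppm and all female on 3 ppm, including the library labelled male HET replicate 1. Apart from that library and the library labelled male KO replicate 4 of the 3 ppm diet, the level followed the labelled sex within each diet, which argues against diet as the source. The excluded female HET embryo of the 0.1 ppm diet was at 25.5%, and the WT males of the 3 ppm diet were at 1.19% and 1.20%.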

How the results depend on the processing

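The alternatives for the named tiles, the regions of the other diets for the HET comparison, the omission of the library labelled KO replicate 1 from 2 of the region comparisons and its count as HET in the HET region comparison on 30 ppm were chosen only after the data were seen. Of 115 alternatives for the 17 counts of called tiles 55 stayed within 1.5 times, and of 163 omissions of 1 embryo 100 did. For the 14 comparisons of mean methylation 26 of 37 alternatives and 104 of 135 omissions kept direction and side of the threshold, for the 6 region comparisons 21 of 21 and 61 of 69, and for 27 named tile results 49 of 50 and 189 of 208. Except where the construction shows it, the cause of a change was not tested.

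KO against WT. The 30 ppm count of 3701 was 7733 with the library labelled KO replicate 1 counted as HET, 7412 with reads taken as independent, 5929 with 1 shared dispersion, 2066 with X and Y tiles and sex as covariate, 1341 with a difference of 20 points and 1 with equal group sizes. The 3 ppm count of 10607 was 7042 with a coverage of 10 and 3577 with 20 points, and the 0.1 ppm count of 7781 was 3026 with 20 points. A higher minimum leaves fewer tiles by construction. Omissions gave 16 (without WT replicate 1) to 7733 (without the library labelled KO replicate 1) on 30 ppm, 9783 to 11218 on 3 ppm, and 3444 (without WT replicate 1) to 9738 on 0.1 ppm.

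Litter as a replicate block moved 3 of 5 counts by over 1.5 times: KO on 0.1 ppm to 4722, HET on 30 ppm from 0 to 20 and HET on 3 ppm from 561 to 228. With the replicate block, KO on 30 ppm was at 2877, of which 2718 were among the 3701, and KO on 3 ppm at 10392. It was not run for HET on 0.1 ppm, where no residual degrees of freedom remain, nor for NTD embryos, where no litter holds both phenotypes. Litter as the unit gave 2 and 161 calls in WT on 30 and 0.1 against 3 ppm, 55 in HET on 30 ppm, and 5 each in KO on 30 and 0.1 ppm.

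HET against WT. On 30 ppm, 462 tiles were called with reads independent, 1 with X and Y tiles and 5 with the library labelled KO replicate 1 counted as HET. On 3 ppm the count was 1895 with reads independent, 345 without the SD filter, 215 with X and Y tiles, 63 with 20 points and 26 with 1 shared dispersion. On 0.1 ppm the count of 73 was 1739 with reads independent, 149 with the excluded embryo put back, 31 with a coverage of 10 and 19 with 20 points. The quasi-binomial test called 0 there without the SD filter (2610 at an unadjusted p under 0.05) and 0 with 1 shared dispersion (3016). Omissions gave 0 to 605 (without the library labelled WT replicate 2) on 30 ppm, 415 to 844 (without WT replicate 1) on 3 ppm, and 9 (without HET replicate 3) to 382 (without the library labelled WT replicate 2) on 0.1 ppm. Without WT replicate 1 of 0.1 ppm the balance turned there, from 67 hyper and 6 hypo tiles to 13 and 24.

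Diets within a genotype. With reads independent, 249 and 1239 tiles were called in WT on 30 and 0.1 against 3 ppm, 515 and 633 in HET, and 734 and 218 in KO. With 1 shared dispersion, the quasi-binomial test called 0 in WT on 0.1 ppm (1747 at an unadjusted p under 0.05), 0 in HET on 30 ppm (1063) and 0 in HET on 0.1 ppm (1660). Without the SD filter it called 2, 0 (1256) and 1. A difference of 20 points left 28, 2 and 24. A coverage of 10 gave 25 and 44 in HET on 30 and 0.1 ppm and 1 in KO on 0.1 ppm. X and Y tiles with sex as covariate gave 166 in WT and 742 in HET on 0.1 ppm, 671 of the latter hypo and 27 shared with the 69. The covariate is the labelled sex. By X-linked levels these HET embryos were all male on 0.1 ppm and all female on 3 ppm, including the library labelled male HET replicate 1, so the 742 are not a diet count adjusted for sex. The excluded embryo put back gave 114 in HET. Omissions gave 0 to 157 (without WT replicate 1 of 30 ppm) and 134 to 421 (without the library labelled WT replicate 2 of 0.1 ppm) in WT. They gave 22 to 98 (without HET replicate 5 of 30 ppm) and 24 (without HET replicate 1 of 0.1 ppm) to 106 (without HET replicate 3 of 0.1 ppm) in HET. Among omissions on 0.1 ppm, the balance of hyper and hypo tiles turned in WT (62 and 26) without the library labelled WT replicate 2 of 0.1 ppm (73 and 348), and in HET (49 and 20) without HET replicate 3 of 0.1 ppm (43 and 63). On 30 ppm in WT, where none were called with all embryos, it was 152 and 5 without WT replicate 1 and 8 and 33 without the library labelled WT replicate 2 of 30 ppm. In KO omissions gave 0 to 0 on 30 ppm and 0 to 6 (without KO replicate 5 of 3 ppm) on 0.1 ppm.

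Interactions and NTD. With reads independent, 1507 and 469 tiles were called for KO with 30 and 0.1 ppm, 597 and 510 for HET, and 185 for NTD embryos. A coverage of 10 gave 1 for HET with 30 ppm and 2 for NTD. With the excluded embryo put back, the quasi-binomial test called 0 for HET with 0.1 ppm (1741 at an unadjusted p under 0.05). Omissions gave 0 to 0 and 0 to 51 (without WT replicate 1 of 0.1 ppm) for KO with 30 and 0.1 ppm, 0 to 17 (without WT replicate 1 of 30 ppm) and 0 to 61 (without WT replicate 1 of 0.1 ppm) for HET, and 3 to 6 for NTD.

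Mean methylation. With each embryo's own CpGs, KO exceeded WT by 1.40, 0.161 and 3.41 points on 30, 3 and 0.1 ppm and by 1.52 over all diets, and HET by 0.353 on 3 ppm and 1.51 over all diets, none with p under 0.05. Diet differences reversed to -0.311 and -2.52 points in WT on 30 and 0.1 ppm, 0.717 in HET on 30 ppm, and 0.926 and 0.732 in KO. Each library then covers different CpGs, so depth enters the mean by construction. Omissions gave for KO minus WT 1.45 (without WT replicate 1) to 2.11 on 30 ppm, 2.57 to 2.83 on 3 ppm, 2.14 to 2.94 on 0.1 ppm and 2.20 to 2.46 over all diets. The 0.1 ppm difference lost p under 0.05 in 7 of 7 omissions, where fewer splits raise the smallest p, and the 30 ppm difference in 8 of 9, all but that of the library labelled KO replicate 1. HET minus WT ran from -0.00257 (without WT replicate 1) to 0.610 on 30 ppm, 0.776 to 1.03 on 3 ppm (7 of 7 omissions lost significance in the exact test, for the same reason), 0.470 to 1.27 on 0.1 ppm and 0.551 to 0.790 over all diets. Diet differences ran in WT from -0.0696 (without the library labelled WT replicate 2 of 30 ppm) to 0.543 and from -0.245 (without the library labelled WT replicate 2 of 0.1 ppm) to 0.554, in HET from -0.494 to -0.236 and from -0.0233 (without HET replicate 3 of 0.1 ppm) to 0.247. In KO they ran from -0.834 to -0.342 on 30 ppm, with exact permutation p = 0.0476 without KO replicate 4 (-0.824) and also without KO replicate 5 (-0.825) of the 30 ppm diet, and from -0.136 to 0.122 (without KO replicate 2 of 3 ppm) on 0.1 ppm.

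Authors' regions and named tiles. KO minus WT at the diet-specific regions ran from 8.24 to 10.1, 6.31 to 7.89 and 6.34 to 7.59 points over omissions for the 30, 3 and 0.1 ppm lists. HET minus WT ran from 0.984 to 4.81 (without the library labelled WT replicate 2, exact permutation p = 0.0476) on 30 ppm, 4.24 to 5.06 on 3 ppm (7 of 7 omissions lost significance, exact permutation p of 0.0667 to 0.1, where fewer embryos raise the smallest possible p) and 0.958 to 6.27 on 0.1 ppm. An overlap of at least 50% of the length does not apply to the HET results. The tile near Galp was at -9.20 points with a coverage of 10. Depth limits the tiles, since a CpG had to reach 5 reads in every embryo.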

Other observations

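2 tests in this part were chosen only after the result was seen: the share of tiles above WT on the other diet, and the direction of the 0.1 against 3 ppm lists.

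The libraries labelled WT replicate 2 of the 30 and of the 0.1 ppm diets lay above the other WT libraries at the authors' 3 ppm KO vs WT regions. At the CpG in Tet1, the reads of both pooled gave 37.5%, against 0 to 7.32% in the 7 other WT libraries and 8.33 to 69.2% in HET libraries. Mislabelled HET samples are a candidate explanation. The 8 level markers near Tet1 are imperfectly linked to the label, since WT replicate 3 of the 30 ppm diet was at 45.2% and WT replicate 4 of the 3 ppm diet at 43.8% there. Neither library is listed otherwise in the labels, and both were kept as WT.

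The authors' list of regions hyper in WT on 30 against 3 ppm may reflect one of these libraries. If the library labelled WT replicate 2 carried the methylation of a HET embryo, its regions should depend on TET1. KO exceeded HET embryos of the 3 and 0.1 ppm diets there by 15.8 points (two-sided exact permutation p = 0.000850, the smallest possible, 10 of 10 KO embryos above every HET embryo), against 1.73 points over all CpGs. An action of excess FA at TET1-dependent regions would give the same and stays open. On the X-linked regions of that list, female minus male HET and KO embryos differed by 23.6 points. The WT groups had 2 of 3 and 2 of 4 females, so unequal numbers of females and males are a candidate explanation for that part.

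The authors' lists for WT on 0.1 against 3 ppm ran opposite to their names, with -6.38 points at the hyper list in both embryos. Reversed directions in the lists' names are a candidate explanation. The library labelled WT replicate 2 is 1 of the 2 embryos of that diet, but both lay on the same side of all 4 embryos of the 3 ppm diet.

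The authors' 30 ppm KO vs WT list could have been made with the library labelled KO replicate 1 counted as KO or not. With it as KO, 31.4% of its regions had a pooled difference under 10 points, and without it 16.1%, where the 3 ppm list had 26.1% and the 0.1 ppm list 11.48%. The 16.1% lies between the shares of the other lists, and the 31.4% lies above both. The other lists differ widely from each other, so these shares do not decide it. The study's own account counts this embryo as HET, which would mean that the list was made without it as KO.

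Regions called on 1 diet alone may come from the cutoff and not from the diet. Of the tiles hyper on 3 ppm and not on 30 ppm, 97.2% had a KO mean above WT on 30 ppm, and the interaction tests called 0 tiles by the quasi-binomial test, with 1445 of at least 10 points at an unadjusted p under 0.05.

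Technical sources of the KO hypermethylation were tested. Strain variants around the targeted allele would raise calls near Tet1. The rate of hyper calls within 10 Mb of Tet1 was 0.940 times that of other autosomal tiles on 3 ppm. Only 108 of the 10591 hyper tiles lay there, which argues against such variants as the source of most calls. Variants near Tet1 are not excluded. Tiles use CpGs covered in every embryo, so the 17 CpGs without WT reads could not enter. Of 45 autosomal CpGs with a KO against WT gap of at least 70 points, 8 lay within 10 Mb of Tet1 and outside the gene. Less complete conversion in KO libraries was argued against as well. KO minus WT was 0.0346 points at the least methylated CpGs (permutation p = 0.316) and 0.0247 points at mitochondrial CpGs (permutation p = 0.714). Different group sizes and depth stay open for the different numbers of calls between diets. With 5 KO and 2 WT embryos per diet, the 3 ppm diet had a median of 8706.5 calls (8422 to 9378 over 6 choices of embryos), the 0.1 ppm diet 6702 in its only choice, and the 30 ppm diet 1 (0 to 8777 over 18 choices). The order of the medians stayed, but the 30 ppm value depends on the embryos drawn and its range reaches that of the 3 ppm diet. Depth was not made equal. Without the library labelled KO replicate 1, the 30 ppm median was 6085. Loss of TET1 stays a hypothesis for the gain.

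Other splits of the same embryos were tested for each comparison with at least 3 embryos per group. These counts include the real split. At the 0.05 threshold, chance could be excluded for KO against WT on 30 ppm (2 of 84 splits gave as many calls) and 3 ppm (1 of 100). The same held for HET against WT on 3 ppm (1 of 35). On 30 ppm the highest other split of KO and WT embryos gave 7444 calls, above the real 3701. Chance could not be excluded for HET on 30 against 3 ppm (4 of 56). For NTD against normal KO embryos 4 of 100 splits gave as many calls, but these splits part litters that the phenotypes do not, and the 4 calls are fewer than the 9 false calls on simulated data, so chance stays open there. Where 0 tiles were called, every split gives as many by definition and the count says nothing about chance. This holds for HET against WT on 30 ppm (56 of 56), WT on 30 against 3 ppm (35 of 35), KO on 30 and 0.1 against 3 ppm (100 of 100 each), and the interactions of KO and HET with 30 ppm (100 of 100 each). In these comparisons with 0 calls by the quasi-binomial test, 638, 320, 728, 436, 1445 and 1262 tiles of at least 10 points had an unadjusted p under 0.05.

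The number of HET tiles hyper on the 3 ppm diet was 556. That is lower than the number of regions quoted from the study above. The number of tiles hyper in KO on all 3 diets was 2566. That is lower than the number of regions quoted from the study above. In WT embryos on 30 against 3 ppm the quasi-binomial test called 0 tiles, with 320 of at least 10 points at an unadjusted p under 0.05. That is lower than the value quoted from the study above. All 3 comparisons set unlike counts side by side. The tiles are autosomal, of fixed length and tested against the spread between embryos. The study's regions are merged from single CpGs and fixed regions by methylKit and vary in length. Of its 6030 and 857 regions, 527 and 266 lie on the X chromosome, which the tiles leave out. A lower count here is therefore no test of the study's number.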
